# Hierarchical genetic interactions between FOXG1 and LHX2 regulate the formation of the cortical hem in the developing telencephalon

**DOI:** 10.1242/dev.154583

**Published:** 2018-01-01

**Authors:** Geeta Godbole, Ashwin S. Shetty, Achira Roy, Leora D'Souza, Bin Chen, Goichi Miyoshi, Gordon Fishell, Shubha Tole

**Keywords:** LHX2, FOXG1, Telencephalon, Patterning, Hippocampus, Hem, Mouse

## Abstract

During forebrain development, a telencephalic organizer called the cortical hem is crucial for inducing hippocampal fate in adjacent cortical neuroepithelium. How the hem is restricted to its medial position is therefore a fundamental patterning issue. Here, we demonstrate that *Foxg1*-*Lhx2* interactions are crucial for the formation of the hem. Loss of either gene causes a region of the cortical neuroepithelium to transform into hem. We show that FOXG1 regulates *Lhx2* expression in the cortical primordium. In the absence of *Foxg1*, the presence of *Lhx2* is sufficient to suppress hem fate, and hippocampal markers appear selectively in *Lhx2*-expressing regions. FOXG1 also restricts the temporal window in which loss of *Lhx2* results in a transformation of cortical primordium into hem. Therefore, *Foxg1* and *Lhx2* form a genetic hierarchy in the spatiotemporal regulation of cortical hem specification and positioning, and together ensure the normal development of this hippocampal organizer.

## Abstract (precis)

**Summary:** The cortical hem, a telencephalic organizer that induces the hippocampus, is positionally restricted by the transcription factor FOXG1 acting directly and also by positively regulating LHX2.

## INTRODUCTION

The cortical primordium gives rise to the entire cerebral cortex, including both neocortex and hippocampus. The early patterning of the primordium is crucial for setting up a regulatory system that will control fundamental steps in neocortical and hippocampal development. Before cortical neurogenesis commences, a WNT- and BMP-expressing signalling centre called the cortical hem forms at the medial edge of the cortical primordium (Furuta et al., 1997; Grove et al., 1998). The hem is a secondary organizer in the embryo, necessary and sufficient for inducing the hippocampus in adjacent cortical neuroepithelium. Loss of the hem or of WNT3A, a hem-specific signal, results in loss of the hippocampus (Lee et al., 2000; Yoshida et al., 2006; Caronia-Brown et al., 2014), whereas ectopic hems are capable of inducing ectopic hippocampi (Mangale et al., 2008). This extrinsic signalling from the hem arises from the intrinsic identity of hem cells. Thus, the cell-intrinsic mechanisms that control the formation of the hem and restrict it to its medial location are of crucial importance because they determine the position of the hippocampus in the brain, and thus offer fundamental insights into the basic framework of early cortical patterning.

Based on studies of individual null mutant phenotypes, the transcription factors FOXG1 and LHX2 have been shown to regulate the formation of the hem. When either of these factors is constitutively lost, much of the dorsal telencephalic neuroepithelium transforms into hem instead of cortical primordium (Bulchand et al., 2001; Monuki et al., 2001; Vyas et al., 2003; Muzio and Mallamaci, 2005). There are, however, important differences in the two null mutant phenotypes. Although both display an expanded hem, the *Lhx2* mutant displays an expanded hem juxtaposed to an expanded anti-hem, with no cortical primordium in between them (Mangale et al., 2008). In contrast, loss of *Foxg1* spares only medial-dorsal fates, so the telencephalon contains an expanded hem and some hippocampal primordium, but no lateral cortical tissue or anti-hem (Vyas et al., 2003; Muzio and Mallamaci, 2005). Another important difference is that the specification of the ventral telencephalon appears normal in the *Lhx2* mutant, whereas this structure is entirely lost in the *Foxg1* mutant (Xuan et al., 1995; Huh et al., 1999; Martynoga et al., 2005).

Although FOXG1 and LHX2 have each been described as suppressors of hem fate, little attention has been paid to the interactions between them. Here, we uncovered new regulatory functions that position FOXG1 genetically upstream of LHX2 in the cascade responsible for the proper positioning of the hem. We also demonstrate, through analysis of *Foxg1* conditional loss of function, that LHX2 is the proximal suppressor of hem fate. Finally, we show that hippocampal specification always occurs in *Lhx2*-expressing tissue and is seen only adjacent to patches of hem. Our results provide insight into how a major component of the dorsal telencephalon, the hippocampus, is positioned based on its proximity to the hem.

## RESULTS AND DISCUSSION

We used mice carrying floxed alleles for *Foxg1* (Miyoshi and Fishell, 2012) and *Lhx2* (Mangale et al., 2008), and crossed them with a line expressing *CreERT2* constitutively from the *Rosa26* locus. *Foxg1* and *Lhx2* expression begins between E8.0 and E8.5 (Walther and Gruss, 1991; Hébert and McConnell, 2000; Tetreault et al., 2009), and by E12.5 both genes display robust expression in the dorsal telencephalon but are excluded from the hem (Bulchand et al., 2001; Muzio and Mallamaci, 2005) (Fig. S1). Hence, for experiments in which tamoxifen (Tam) was administered between E8.5 and E11.5, the age of examination was fixed at E12.5.

First, we examined the time window in which the hem and the anti-hem are sensitive to the loss of LHX2, as this transcription factor is known to suppress both fates. Administering tamoxifen to *CreER;Lhx2^lox/lox^* mice at E8.5 results in a phenotype that closely approximates that seen in *Lhx2*-null embryos in which the hem and anti-hem are both expanded and are seen juxtaposed to each other in the dorsal telencephalon, and no cortical primordium is detectable (Fig. 1F-J) (Mangale et al., 2008). Therefore, we chose E8.5 as the starting point for our analysis of loss of *Lhx2*, and E10.5 as the endpoint, as we and others had established in earlier work that loss of *Lhx2* after E10.5 does not result in expansion of the hem (Mangale et al., 2008; Chou et al., 2009). Disruption of *Lhx2* at E9.0 (Fig. 1K-O) reveals a disparity between the expansion of the hem and the anti-hem, and this disparity becomes more pronounced when tamoxifen is administered at E9.5 (Fig. 1P-T). Whereas the anti-hem continues to extend up to a characteristic morphological ‘kink’ in the mutant neuroepithelium (Fig. 1G,L,Q; black lines), the hem appears to be only minimally expanded, such that some medial cortical neuroepithelium is spared between the hem and the anti-hem. These data suggest that E9.5 represents a time point after which the medial neuroepithelium no longer requires LHX2 to prevent it from transforming into hem. By E10.5, the lateral neuroepithelium also appears to be insensitive to the loss of *Lhx2*. Administering tamoxifen at E10.5 does not appear to alter the normal extent of either the hem or the anti-hem (Fig. 1U-Y).

**Fig. 1.**
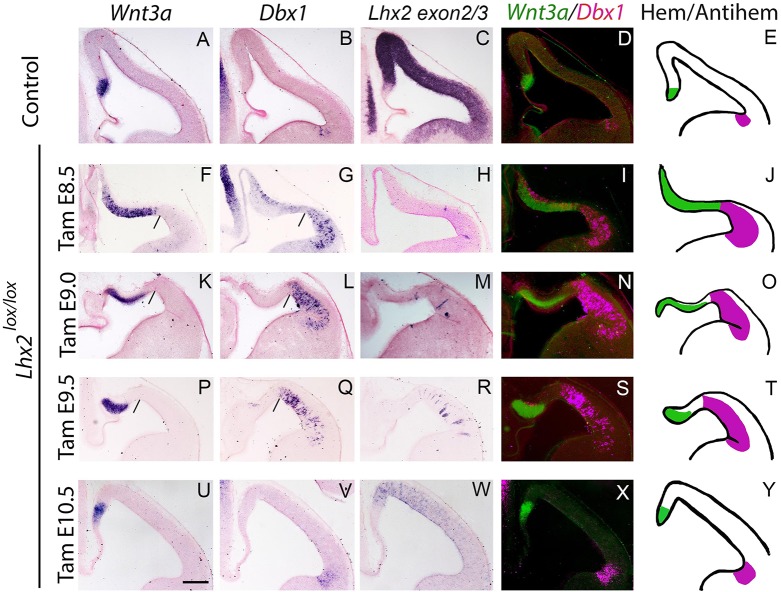
**Temporal analysis of hem and anti-hem suppression by LHX2.** (A-E) The expression of *Wnt3a* (hem), *Dbx1* (anti-hem) and *Lhx2 exon2/3* at E12.5 in control brains. (F-Y) Tamoxifen (Tam) was administered to *CreERT2; Lhx2^lox/lox^* embryos at E8.5 (F-J), E9.0 (K-O), E9.5 (P-T) or E10.5 (U-Y), and the embryos were harvested at E12.5. Both the anti-hem and hem expand up to a characteristic morphological ‘kink’ (black lines in F,G) when *Lhx2* is disrupted by tamoxifen administration at E8.5 (F-J). If administered at E9.0 or E9.5, the anti-hem continues to display a striking expansion up to the morphological kink (black lines in L,Q), but the hem appears progressively less expanded (K,P). *Lhx2* disruption at E10.5 does not cause either the anti-hem or hem to expand (U-Y). *Lhx2 exon 2/3* expression identifies the non-recombined cells in serial sections. False-colour overlays of the hem and anti-hem marker expression in each condition (D,I,N,S,X) and a schematized representation (E,J,OT,Y) are shown in each row. *Dbx1* expression above the hem in G and I is consistent with the presence of Cajal-Retzius cells from the expanded anti-hem, which line the surface of the entire dorsal telencephalon together with those derived from the expanded hem (Roy et al. 2014). Scale bar: 200 µm.

In summary, we demonstrate that the critical period for LHX2-mediated suppression of the hem ends earlier than that for suppression of the anti-hem (summarized in Table S1). This is surprising as the neurogenetic gradient in the dorsal telencephalon progresses in a lateromedial direction; therefore, one would expect lateral fates to be established prior to medial fates. One possible explanation for this is that the anti-hem, but not the hem, is subject to patterning interactions between PAX6 and GSX2 (Torresson et al., 2000; Yun et al., 2001), and these modulatory effects may affect the timing of its regulation by LHX2 through mechanisms that are not yet clear.

The loss of *Foxg1* also causes an expansion of the hem, but this is the only similarity it shares with the *Lhx2* mutant phenotype. Upon loss of *Foxg1*, the entire dorsal telencephalon is respecified as medial pallium, so that only hem, hippocampus, and Cajal-Retzius cells that are derived from the hem are present (Muzio and Mallamaci, 2005). There is also a loss of the entire ventral telencephalon in the absence of FOXG1, owing to a profound deficit of cell proliferation in this tissue after E9.5, accompanied by a lack of ventral telencephalic SHH. Together, these deficits account for the severely abnormal morphology of the E12.5 brain (Xuan et al., 1995; Huh et al., 1999; Martynoga et al., 2005). Nonetheless, the presence of an expanded hem motivated the hypothesis that *Lhx2* and *Foxg1* may interact to restrict this domain. First, we ascertained that administration of tamoxifen at E8.5 to *CreER; Foxg1^lox/lox^* animals recapitulates the well-established *Foxg1*-null phenotype of loss of ventral and lateral telencephalic tissue. Indeed, we find that *Wnt8b* expression, which is normally restricted to the hem and hippocampal primordium, encompasses the entire telencephalic neuroepithelium in both *Foxg1*-null and *Foxg1 ^lox/lox^* embryos (Fig. S2).

To test whether FOXG1 and LHX2 regulate expression of each other in the cortical primordium, we selected E9.5 for tamoxifen administration, as loss of *Lhx2* at this stage spares the medial cortical primordium and does not cause it to become converted to hem (Fig. 1). When *Lhx2* is lost from E9.5, *Foxg1* expression is similar to that seen in controls. Therefore, loss of *Lhx2* does not appear to affect *Foxg1* expression in the cortical primordium (Fig. 2A-D; additional embryos in Fig. S3). This result is qualitatively distinct from our previous study (Mangale et al., 2008), in which *Lhx2^null^* patches among *Lhx2^+/+^* tissue formed ectopic hems that did not express *Foxg1*, in the medial telencephalon. In the ectopic hems of Mangale et al. (2008), downregulation of *Foxg1* may occur because it depends critically on LHX2 to maintain its expression in medial tissue prior to E8.5. After E9.5, other factors may regulate *Foxg1* and compensate for loss of LHX2, resulting in no detectable change in *Foxg1* expression.

**Fig. 2.**
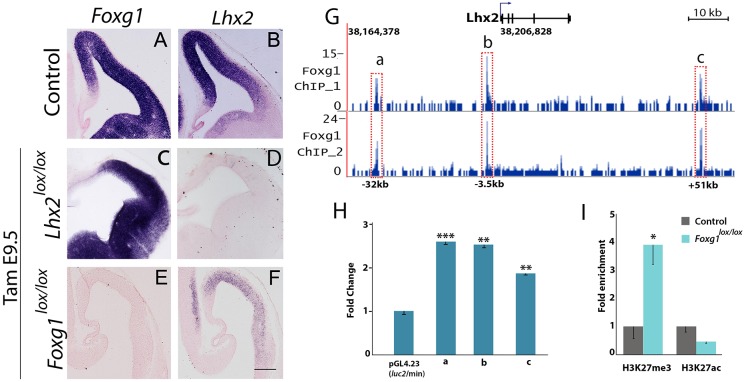
**FOXG1 regulates the expression of *Lhx2* in the dorsal telencephalic neuroepithelium.** (A-F) Tamoxifen (Tam) was administered at E9.5 to control, *CreERT2;Foxg1^lox/lox^* and *CreERT2;Lhx2^lox/lox^* embryos, which were examined at E12.5. (A,B) *Foxg1* and *Lhx2* are normally highly expressed in the dorsal telencephalon in control embryos. (C,D) The expression of *Foxg1* is unaltered in the absence of *Lhx2*, and the extent of *Lhx2* recombination is revealed by a probe against the floxed exon. (E,F) *Foxg1* conditional mutants display no detectable expression of *Foxg1*, and a profound reduction in *Lhx2* expression. (G) FOXG1 ChIP-seq revealed three MACS peaks (model-based analysis of ChIP-seq) denoted by a, b and c that are associated with the *Lhx2* gene locus. (H) A luciferase assay was performed using constructs that contained either regions corresponding to the a, b or c peaks, upstream of a vector containing a minimal promoter and a luciferase reporter. Each of the constructs produces a significant upregulation of the reporter in response to the addition of FOXG1 (*n*=4, **P<0.01, ***P<0.001; Student's *t*-test). (I) Histone ChIP was performed on chromatin isolated from E12.5 *CreERT2; Foxg1^lox/lox^* tissue (Tamoxifen at E10.5), using anti-PanH3, anti- H3K27Ac and anti-H3K27me3 antibodies. A significant increase in the repressive H3K27me3 mark and an apparent decrease in the activatory H3K27Ac mark were seen at the LHX2 TSS region (*n*=3, *P<0.05, Student's *t*-test). PanH3 levels were used to normalize the data. Scale bar: 200 µm.

In contrast, loss of *Foxg1* results in a marked reduction of *Lhx2* expression (Fig. 2E,F; additional embryos in Fig. S4). These findings indicate FOXG1 may regulate *Lhx2* directly or indirectly. We performed ChIP-­seq using anti-­FOXG1 antibody on chromatin isolated from E14.5 cortical tissue and identified three sites of FOXG1 occupancy in the region of the *Lhx2* locus (Fig. 2G). Two of these are at some distance away from the *Lhx2* transcription start site (TSS; Refseq Accession number: NM_010710), at −32 kb and +51 kb (Fig. 2G, peaks ‘a’ and ‘c’, respectively). 

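FOXG1 is a forkhead transcription factor, and *Lhx2* encodes a LIM-homeodomain transcription factor. In ChIP-seq, chromatin fragments bound by a protein are recovered with an antibody and sequenced, and MACS calls a peak where the aligned reads, or tags, exceed a background estimated from a control. FOXG1 ChIP libraries 04 and 05 from embryonic cortex, numbered as in the sample labels, were analysed as the authors' peak lists. The paper gives E14.5 cortex of wild-type embryos and a HiSeq 2000, whereas the labels give E14 to E15 cortex of CD1 mice and a Genome Analyzer II. The paper's text does not state which library is which track of Fig. 2G. Library 04 had 8992988 tags and library 05 had 13268611 tags. According to the submitters' processing notes, reads were aligned to mm9 with Bowtie and peaks were called with MACS 1.4.0, while the headers of the lists give the MACS version as 1.4.0rc2. Each library was called on its own, with the same input DNA control of 17374359 tags for both. The fold enrichment of a peak is the authors' value, the tags at the summit over the largest of the local and genome-wide background estimates. From these lists, peaks that share at least 1 bp between the libraries were merged into shared regions. Positions relative to the *Lhx2* TSS were taken from each summit and the mm9 position of the TSS that Fig. 2G prints. The paper calls the ChIP experiments independent, and its text does not state whether they used separate animals. An SD over n = 2 libraries describes these libraries alone, and because they share a control, their values are not fully independent.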

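The window used here, called the window of Fig. 2G below, covers 94.45 kb of chromosome 2. It runs from the position printed at the left of Fig. 2G to 52 kb past the *Lhx2* TSS. Both libraries have FOXG1 peaks at 3 places in this window, upstream of *Lhx2* (site a), just upstream of its TSS (site b) and downstream of it (site c). The summits of site c lie just past the right edge, and its peaks count because they cross it. With 100 kb on either side of the TSS, 3 regions are also shared. Library 04 has 4 peaks in this window, all of them within these 3 regions. Library 05 has 6 peaks, and 3 of them have no counterpart in library 04. These 3 peaks lie downstream of the TSS, between sites b and c. The first (38208450 to 38209161, mm9) has its summit at 1.87 kb, with 23 tags and a fold enrichment of 8.05. The second (38215242 to 38215759) lies at 8.63 kb, with 14 tags and a fold enrichment of 8.05. The third (38222470 to 38222942) lies at 15.8 kb, with 21 tags and a fold enrichment of 14.45. In GRCm38.p6, the protein-coding genes that follow one another on chromosome 2 here are *Crb2*, *Dennd1a*, *Lhx2*, *Nek6* and *Psmb7*. Which of them holds each peak was not analysed here. Groups of this kind occur elsewhere in the genome: 767 of the 7059 shared regions (10.9%) open a stretch of 84.0 kb, the distance from site a to site c, that holds at least 3 shared regions. In 10000 placements of the shared regions at random within each chromosome's span, a comparison added after seeing the data, a mean of 187 and at most 243 did so. With only the peaks whose fold enrichment was set by the genome-wide background, a restriction chosen after seeing the data, site b alone (1 region) is left.

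**Figure D1:**
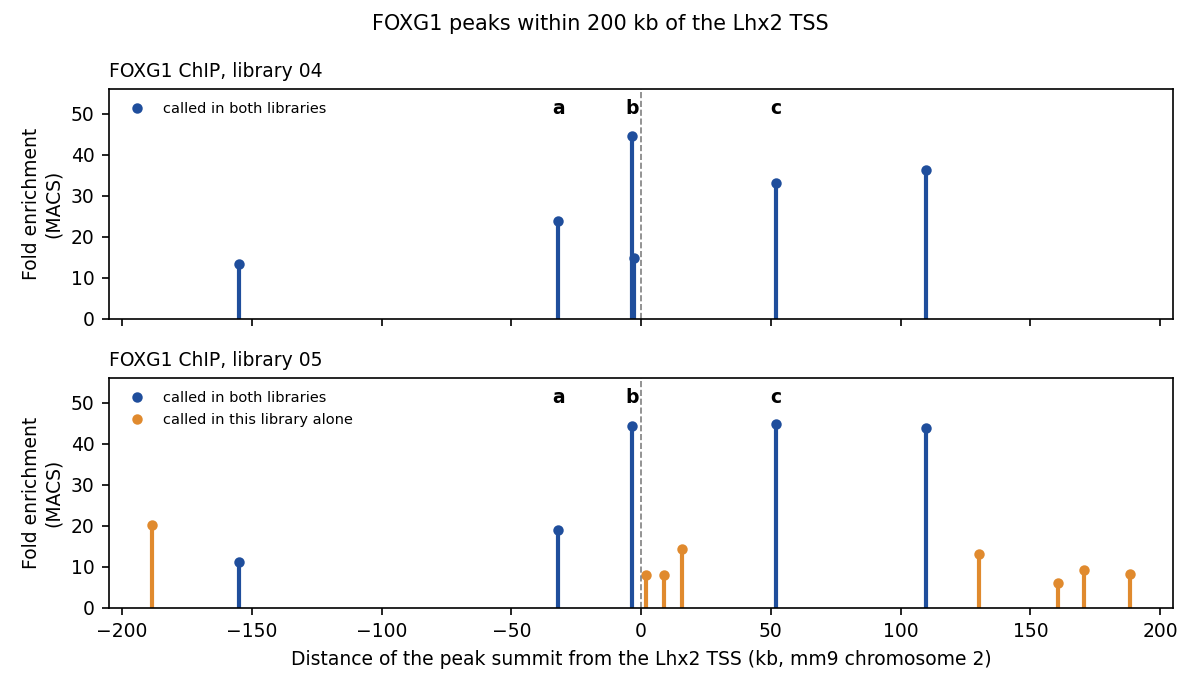
FOXG1 peaks within 200 kb of the *Lhx2* TSS in library 04 (top) and library 05 (bottom). Each line stands at a peak's summit, by its distance from the TSS in kb, and its height is the fold enrichment given by MACS; blue peaks were called in both libraries and orange peaks in library 05 alone. Sites a, b and c stand in both panels, as does a peak at 109.8 kb.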

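Site a was occupied in both libraries at nearly the same position. Its region runs from 38174428 to 38175212 on chromosome 2 (mm9), and its summit lies at −31.97 ± 0.0255 kb from the TSS (SD, n = 2), with 36 bp between the summits of the libraries. In library 04 it has 22 tags and a fold enrichment of 23.74, higher than 85.9% of the peaks of that library. In library 05 it has 39 tags and a fold enrichment of 19.11, higher than 80.1% of that library's peaks. Site c runs from 38258289 to 38259288, and its summit lies at 52.05 ± 0.0099 kb (SD, n = 2), with 14 bp between the libraries. It has 31 tags and a fold enrichment of 33.12 in library 04 and 79 tags and a fold enrichment of 44.89 in library 05, above 92.9% and 96.9% of the peaks of the respective library. Per 1000000 tags of its library, site a has 2.69 ± 0.349 tags and site c has 4.70 ± 1.77 tags (SD, n = 2). At site c the 95% Poisson intervals of these tags, 2.34 to 4.89 in library 04 and 4.71 to 7.42 in library 05, overlap only at their ends. An overlap of separate intervals does not show that the libraries agree, and the difference between them was not tested. At both sites the local control, not the genome-wide background, set the fold enrichment in each library. The peak of site c called in library 05 is also longer (1000 bp against 709 bp). These tags are higher at site c than at site a in both libraries, and the difference was not tested. Intervals cover counting error only.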

One site is closer to the TSS, at −3.5 kb (Fig. 2G, peak ‘b’). 

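Site b, the closest to the TSS, has the highest fold enrichment of the 3 sites in library 04 and one close to that of site c in library 05. Its region runs from 38202938 to 38204268 on chromosome 2 (mm9), and its summit lies at −3.37 ± 0.00636 kb (SD, n = 2), with 9 bp between the libraries. The peak has 44 tags and a fold enrichment of 44.56 in library 04, above 96.4% of the peaks of that library, and 82 tags and a fold enrichment of 44.29 in library 05, above 96.7%. Library 04 has a second, weaker peak in the region (38203828 to 38204268, 14 tags, fold enrichment 14.85), which library 05 called together with the first as 1 peak of 1290 bp. Per 1000000 tags, the strongest peak of site b has 5.54 ± 0.91 tags (SD, n = 2). In library 04 this is the first peak alone (4.89), without the second (1.56). In library 05 it is the merged peak (6.18), which covers both. The SD therefore reflects how the peaks were split and is not a like-for-like spread. Ordered by the lower of the fold enrichments in the libraries, site b stands at rank 312 of the 7059 shared regions, site c at rank 609 and site a at rank 1897. From the reduced *Lhx2* expression in *Foxg1* mutants, the paper proposes that FOXG1 may regulate *Lhx2* directly or indirectly, and it states that these peaks are sites of FOXG1 occupancy in the region of the *Lhx2* locus.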

To test the hypothesis that FOXG1 regulates LHX2 directly, we performed a luciferase assay using fragments corresponding to each of the a, b and c peaks individually, upstream of a minimal promoter that drives the luciferase reporter construct. Each fragment gave a significant induction of the luciferase reporter in the presence of *Foxg1* (Fig. 2H). These results indicate that the occupancy regions we identified on the *Lhx2* locus are indeed sites via which FOXG1 is able to positively regulate its target. Although the ChIP-seq was performed in E14.5 tissue, the accompanying luciferase assay also demonstrates the ability of Foxg1 to regulate *Lhx2* in the context of a heterologous system. Taken together, these finding indicate that the Foxg1-binding sites we identified may also be relevant to the regulation of Lhx2 at earlier stages such as E9.5.

We further tested for changes in histone modification marks at the *Lhx2* TSS upon loss of *Foxg1*. Chromatin was isolated from control and *Foxg1^lox/lox^* dorsal telencephalic tissue harvested at E12.5. In the absence of *Foxg1*, the *Lhx2* TSS displays a fourfold increase in levels of the repressive H3K27me3 mark and an apparent reduction in levels of the activatory H3K27 acetyl mark compared with controls (Fig. 2I). Together, these data indicate that FOXG1 regulates *Lhx2* directly. This is the first evidence of a direct upstream regulator for *Lhx2* in the mammalian brain.

We next examined whether the apparent regulation of *Lhx2* by FOXG1 is dependent on the stage of *Foxg1* removal. Upon administration of tamoxifen at E9.5 to *Foxg1^lox/lox^* animals, which results in near-­complete recombination of *Foxg1*, *Lhx2* expression levels appear much weaker than in control brains, and some regions display no detectable *Lhx2* expression (Fig. 3D,E; additional embryos in Fig. S5). It is noteworthy that only *Lhx2*-negative regions display hem markers, whereas *Foxg1*-negative regions do not do so as long as there is a detectable level of *Lhx2* expression. Surprisingly, this is also seen when *Foxg1* is disrupted at E11.5. Although the overall *Lhx2* levels seem less affected (Fig. 3G-I; additional embryos in Fig. S6), loss of *Foxg1* from E11.5 nevertheless causes some *Lhx2*-negative patches to form. Therefore, the ability of FOXG1 to regulate *Lhx2* levels is strongest when *Foxg1* is removed from E9.5. Intriguingly, regardless of the stage of *Foxg1* removal, discrete *Lhx2*-negative domains are seen in the neuroepithelium, and these display hem markers. The presence of *Lhx2*-negative patches of tissue, regardless of when *Foxg1* is removed, indicates that FOXG1 regulates *Lhx2* expression, and its loss reliably causes downregulation of *Lhx2* in some populations.

**Fig. 3.**
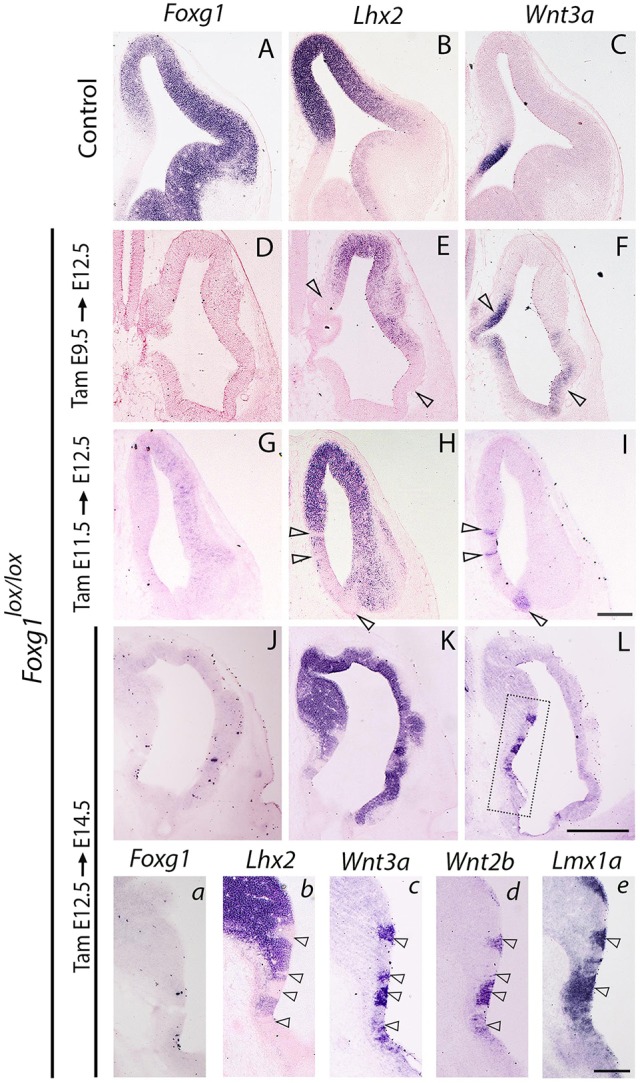
***Lhx2* restricts the hem domain in a *Foxg1 mutant* background.** (A-C) Expression of *Foxg1*, *Lhx2* and *Wnt3a* in control brains. (D-I) Tamoxifen (Tam) was administered at E9.5 (D-F) or E11.5 (G-I) to control and *CreERT2; Foxg1^lox/lox^* embryos, and brains were harvested at E12.5. Regions devoid of *Lhx2* expression correspond to ectopic hem patches marked by *Wnt3a* expression (open arrowheads, E,F,H,I). (J-L) Tamoxifen was administered to *CreERT2; Foxg1^lox/lox^* at E12.5 and the embryos were harvested at E14.5. (a-e) Magnified views of serial sections corresponding to the area within the box in L. When *Foxg1* is removed at E12.5 (J,a), *Lhx2* expression is lost in patches (K; b, arrowheads). These patches express the hem markers *Wnt3a* (L; c, arrowheads), *Wnt2b* (d, arrowheads) and *Lmx1a* (e, arrowheads). Sections a-e are in a continuous series, so a comparison between b (*Lhx2*) and c (*Wnt3a*) shows the alignment of hem patches in immediately adjacent sections. Scale bars: 200 μm for A-I; 400 µm for J-L; 100 µm for a-e.

It appears that, in the absence of FOXG1, the critical period in which LHX2 suppresses hem fate is expanded beyond E9.5, suggesting that FOXG1 in itself is crucial for suppressing cortical plasticity (Hanashima et al., 2004). We tested this hypothesis further, and administered tamoxifen to *Foxg1^lox/lox^* animals at E12.5, well after the hem has formed, and examined the embryos at E14.5. Surprisingly, we discovered ectopic patches of hem (Fig. 3J-L). These patches appeared only at very rostral levels of sectioning, and once again correlated with patches in which *Lhx2*-negative cells had accumulated. We ascertained that these patches were transformed to hem fate by examining three hem markers, *Wnt3a*, *Wnt2b* and *Lmx1a*, in serial sections. All three markers identify similar territories as ectopic hem (Fig. 3C-E and Fig. S7). Thus, FOXG1 appears to limit the critical period during which LHX2 suppresses hem fate; upon loss of *Foxg1*, this time window is expanded to as late as E12.5. These data are summarized in Table S1. It is important to note that although CreER is known mediate recombination within 6 h of tamoxifen administration, the actual loss of functional FOXG1 or LHX2 protein would depend on the half-life of both the mRNA and the stability of the protein that has already accumulated. For multifunctional factors such as these, we expect that the turnover of mRNA and protein would be comparable with the cell cycle duration of ∼8 h at E10.5 (Quinn et al., 2007) so as to ensure tight regulation of downstream targets during subsequent cell divisions. Consistent with this interpretation, administration of tamoxifen to *Foxg1^lox/lox^* at E11.5 results in *Lhx2*-negative patches by E12.5 that have transformed into ectopic hems (Fig. 3G,H). This indicates that 24 h is sufficient for: (1) CRE-mediated recombination of the *Foxg1* locus; (2) the resulting drop in *Foxg1* mRNA and protein levels to occur; (3) a consequential reduction in *Lhx2* mRNA transcription to occur that results in LHX2 protein reaching sub-threshold levels; and (4) the transcription of hem markers to finally reach levels that are detectable by *in situ* hybridization.

Regardless of the stage or extent of *Foxg1* disruption, one striking result is that hem only forms where *Lhx2* is completely undetectable. Regions of even very weak *Lhx2* expression are complementary and completely non-overlapping with regions where hem is formed. This suggests that LHX2 is a proximal and highly effective suppressor of hem fate. Furthermore, hem does not form where *Foxg1* is undetectable but *Lhx2* is present, indicating that LHX2 is downstream of FOXG1 in restricting the hem to its location. However, it is not completely clear why only some cells entirely lose *Lhx2* expression after *Foxg1* deletion. It is possible that there is a threshold effect, such that LHX2 levels falling below a certain level triggers hem fate, which could then cause suppression of all remaining *Lhx2* expression in those cells.

In earlier work, we demonstrated that *Lhx2*-null cells ‘prefer’ to aggregate with each other and exclude wild-type cells, and vice versa (Mangale et al., 2008). To our knowledge, this phenomenon appears to be unique to loss of LHX2 and limited to the embryonic dorsal telencephalon. In contrast, the ventral telencephalon in *Lhx2^lox/lox^* brains appears completely floxed when the dorsal telencephalon displays *Lhx2*^+^ and *Lhx2*^−^ patches (three embryos in Fig. S3). In our current experiments, it appears that cells that have downregulated *Lhx2* as a result of loss of *Foxg1* behave similarly, and form clusters separated by those that express *Lhx2*. As LHX2 suppresses hem fate, clusters of cells that have downregulated *Lhx2* transform into hem. The apparent homotypic aggregation of *Lhx2*^−^ cells could be a mechanism that defines and maintains a key boundary between the hem and the hippocampal primordium: the organizer and the responsive tissue, respectively (Mangale et al., 2008). Indeed, when we examined whether hippocampal markers arise adjacent to the hem patches seen in *Foxg1* single conditional mutants, *Prox1*, *Lef1* and *Ephb1* all appeared in ectopic locations adjacent to the ectopic hem patches (Fig. 4). Hippocampal markers appear only in tissue that expresses *Lhx2*, and it does not seem to matter whether *Foxg1* is present or not (Fig. 4 shows two embryos displaying different extents of loss of *Foxg1* due to some variability in recombination of the *Foxg1^lox/lox^* allele). Therefore, LHX2, but not FOXG1, is crucial for hippocampal fate specification. It is surprising that weak *Lhx2* expression supports hippocampal specification given the normally high levels of LHX2 expression seen in the hippocampal primordium (Bulchand et al., 2001) (Fig. S1). Together, the results suggest a single threshold for LHX2 levels, below which hem fate is triggered, and above which hippocampal specification is possible.

**Fig. 4.**
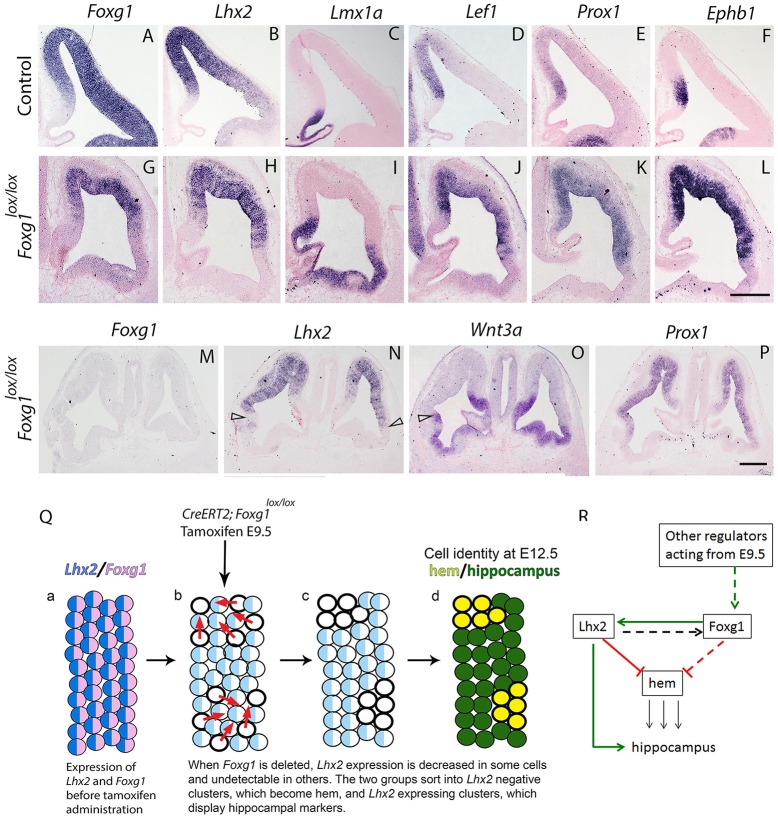
**Ectopic hippocampal markers appear adjacent to the ectopic hem.** (A-F) Control brains at E12.5 display hippocampal primordium markers *Lef1*, *Prox1* and *Ephb1* in neuroepithelium that also expresses *Foxg1* and *Lhx2.* (G-P) Tamoxifen was administered at E9.5 to *CreERT2; Foxg1^lox/lox^* embryos, and brains were harvested at E12.5. (G) *Foxg1* expression is present in dorsal regions that escaped recombination, but not in ventral regions. (H) *Lhx2* displays a similar pattern to FOXG1. (I) Ectopic hem identified by *Lmx1a* expression is seen in regions devoid of *Foxg1* and *Lhx2*. (J-L) The hippocampal primordium markers *Lef1*, *Prox1* and *Ephb1* are seen in tissue that excludes the ectopic hem and expresses *Foxg1* and *Lhx2*. (M-P) Another brain with complete recombination of *Foxg1* (M) and reduced expression of *Lhx2* (N). In the complete absence of *Foxg1*, ectopic hem is seen only regions lacking *Lhx2* expression (arrowheads, N,O) and hippocampal marker *Prox1* appears only in regions displaying *Lhx2* expression. Scale bars: 200 µm. (Q) Summary schematic. (a) Cortical neuroepithelial cells express *Foxg1* (pink) and *Lhx2* (blue). (b-d) Removal of *Foxg1* by tamoxifen administration at E9.5 causes a decrease in *Lhx2* expression in some cells (light blue) and complete loss of *Lhx2* in some cells (open circles). *Lhx2*-negative cells cluster together (red arrows, b) and transform into hem (yellow, d), whereas *Lhx2-*expressing cells also cluster together, and express hippocampal markers when they lie adjacent to the hem patches (green, d). This provides a molecular basis for the *Foxg1* mutant phenotype in which only hem and hippocampal fates are seen. (R) Model of interactions. Solid red and green lines indicate interactions based on data in this study. Broken red and green lines represent regulatory effects hypothesized based on data in this study, and the dashed black line represents a predicted regulation of *Foxg1* by LHX2 in the medial telencephalon, based on data from Mangale et al. (2008). Black lines indicate inductive effects.

Perhaps the most unexpected result in our study is that removing *Lhx2* alone prior to E9.5 produces ectopic hem (Fig. 1) (Mangale et al., 2008), whereas removing *Lhx2* after E9.5 does not do so unless *Foxg1* is also removed (Figs 3 and 4). As schematized in Fig. 4R, we propose possible interactions that could explain this intriguing finding. (1) We suggest that LHX2 is required for *Foxg1* expression in the medial telencephalon prior to E9.5, but it is redundant, i.e. substituted by other regulators of *Foxg1*, from E9.5 onwards. (2) It is also possible that, in addition to an indirect role via LHX2, FOXG1 is capable of suppressing hem directly. If this were true, then loss of both factors would be necessary to induce ectopic hem. The pre- and post-E9.5 scenarios would be as follows: loss of *Lhx2* prior to E9.5 apparently causes loss of *Foxg1* in medial tissue, and therefore produces ectopic hem medially, consistent with our previous findings (Mangale et al., 2008). In contrast, after E9.5, loss of *Lhx2* is no longer sufficient to cause loss of *Foxg1* (Fig. 2), therefore ectopic hems cannot form, as we demonstrate in Fig. 1. However, removal of *Foxg1* causes loss of *Lhx2* in some cells, and these double-negative cells then aggregate to form ectopic hem, which is consistent with our findings in Fig. 3.

In summary, our work suggests both hierarchy and synergy in the interactions between the fundamental regulators of cortical development, FOXG1 and LHX2, that is not obvious from examination of individual loss-of-function phenotypes. We also demonstrate that FOXG1 is a direct upstream regulator of *Lhx2*. Together with studies in the zebrafish, where LHX2 mediates the activity of SIX3 in regulating forebrain size (Ando et al., 2005), it appears that LHX2 functions at a key node in the network that controls the earliest developmental decisions required for telencephalic patterning. Our findings suggest avenues for future studies that could focus on this fascinating transcription factor biology at the earliest stages of telencephalic patterning that sets the stage for subsequent stages of cerebral cortical development.

## MATERIALS AND METHODS

### Mice

All animal protocols were approved by the Institutional Animal Ethics Committee (Tata Institute of Fundamental Research, Mumbai, India) according to regulations devised by the Committee for the Purpose of Control and Supervision of Experiments on Animals (CPCSEA), India. The tamoxifen-inducible *CreERT2* line [strain name: B6; 129-Gt(ROSA)26Sortm1(*Cre/ERT*)Nat/J; stock number: 004847] was obtained from the Jackson Laboratory. The *Lhx2 ^lox/lox^* line used in this study was obtained from Edwin Monuki (University of California, Irvine, CA, USA) (Mangale et al., 2008). The *Foxg1 ^lox/lox^* line has been described previously (Miyoshi and Fishell, 2012). Three or more embryos of each genotype were examined. For each embryo, the extent of recombination was examined in one series of sections. The stage of tamoxifen administration varied from E8.5 to E12.5; however, all embryos were examined at E12.5, except the E12.5 tamoxifen timepoint, which was analysed at E14.5.

Noon of the day of vaginal plug was designated as embryonic day 0.5 (E0.5). Tamoxifen (Sigma) was administered to the pregnant dams at different time points, as mentioned in the text, and embryos were harvested at E12.5. Control embryos were littermates with one wild-type copy of the relevant gene. For *Lhx2 ^lox/lox^* mice, the tamoxifen dose administered was 75 µg/gm body weight. *Foxg1 ^lox/lox^* mice were found to be sensitive to tamoxifen toxicity, so lower doses were tested, and the tamoxifen dose used in the experiments was 28 µg/g body weight of the animal. We ascertained that extensive recombination was seen 6 h post tamoxifen administration using an Ai9 reporter (Fig. S8).

### Sample preparation and *In situ* hybridization

Freshly harvested brains were fixed in 4% paraformaldehyde (PFA) (Sigma) overnight and equilibrated in 15% sucrose followed by 30% sucrose (SRL Chem). The brains were sectioned at 16 µm sections using a freezing microtome and mounted on Superfrost Plus slides (Electron Microscopy Sciences). Sections were post-fixed in 4% PFA, washed in phosphate-buffered Saline (PBS) and treated with proteinase K (Sigma) (1 µg/ml) at 37°C for 10 min. One more round of post-fixing and PBS washes was performed, and the sections were incubated in hybridization buffer (5×SSC, 50% formamide, 1% SDS) containing different antisense RNA probes at 70°C overnight. Probes were prepared using a kit according to the manufacturer's instructions (Roche). The next day, after washes with solution X (2×SSC, 50% formamide, 1% SDS) at 70°C, followed by stringent washes with 2×SSC and 0.2×SSC at room temperature, the sections were washed with TBST [25 mM Tris-HCl (pH 7.5) and 150 mM NaCl, 0.1% KCl, 0.5% Tween-20]. The slides were then incubated with alkaline phosphatase-conjugated anti-digoxigenin Fab fragments (1:5000, Roche) for 16 h at 4°C. The slides were then washed four times with TBST and then with developing buffer NTMT [100 mM NaCl, 100 mM Tris (pH 9.5), 50 mM MgCl, 1% Tween-20]. The colour reaction was performed using Nitro-blue tetrazolium chloride and 5-bromo-4-chloro-3-indolyl-phosphate (NBT-BCIP, Roche) according to the manufacturer's instructions. The incubation was performed for 10-40 h and terminated when the colour reaction had developed satisfactorily, as assessed by the intensity of signal and low background. The reaction was stopped using Tris-EDTA [10 mM Tris-HCl (pH 7.5), 10 mM EDTA (pH 8.0)] and fixed 3.7% formaldehyde [diluted in PBS from a 37% stock (Sigma)] for 1 h at room temperature. Finally, the slides were washed in PBS, dried and mounted in DPX mountant (S.D Fine Chem).

To identify unrecombined cells, RNA probes against *Lhx2* exon2/3 were made by PCR followed by *in vitro* transcription (Roche) according to the manufacturer's instructions. All *in situ* hybridization experiments were performed on at least three brains of each genotype, for every time point of tamoxifen administration. For each embryo, the extent of recombination was examined by *in situ* hybridization for the recombined exon in one series of sections.

### ChIP-seq

Chromatin immunoprecipitation (ChIP) followed by sequencing was performed on E14.5 cerebral cortices from wild-type embryos using FOXG1 antibody (Santa Cruz Biotechnology) as described previously (Kumamoto et al., 2013). Two independent ChIP experiments were sequenced on an Illumina Hiseq 2000 platform. 

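Many FOXG1 peaks recur between the libraries. The 8888 peaks of library 04 and the 23455 peaks of library 05 meet in 7059 shared regions, which take up 80.0% of the peaks of library 04 and 30.2% of those of library 05. These shares depend on the lengths of the lists: with library 05 cut to its 8888 most significant peaks, 5568 regions are shared, which take up 63.2% of the peaks of library 04 and 62.7% of those kept of library 05. Random circular shifts of the peaks of library 04 within each chromosome gave a mean of 90.1 shared regions and at most 338 (one-sided permutation test, 10000 shifts, p = 1e-04, the smallest they can give). The summits of the libraries lie a median of 22 bp apart at shared regions, and 90.8% lie within 100 bp. Across the 7059 regions the fold enrichments of the libraries had a Spearman correlation of 0.758 (Pearson 0.814 on log2 values). This correlation is across regions, which are not independent replicates. The libraries also share a control, so their fold enrichments are not fully independent. Peaks found in 1 library alone have lower fold enrichments. In library 04, the 1775 peaks without a counterpart have a median fold enrichment of 10.4, against 13.94 for the shared peaks, and in library 05 the 16363 peaks without a counterpart have a median of 10.07, against 20.13. Among the most significant 10% of peaks, 99.9% of those in library 04 and 96.8% of those in library 05 have a counterpart, against 45.9% and 4.48% of the least significant 10%. With only peaks of a MACS score of at least 100 in both lists, 2606 regions are shared.

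**Figure D2:**
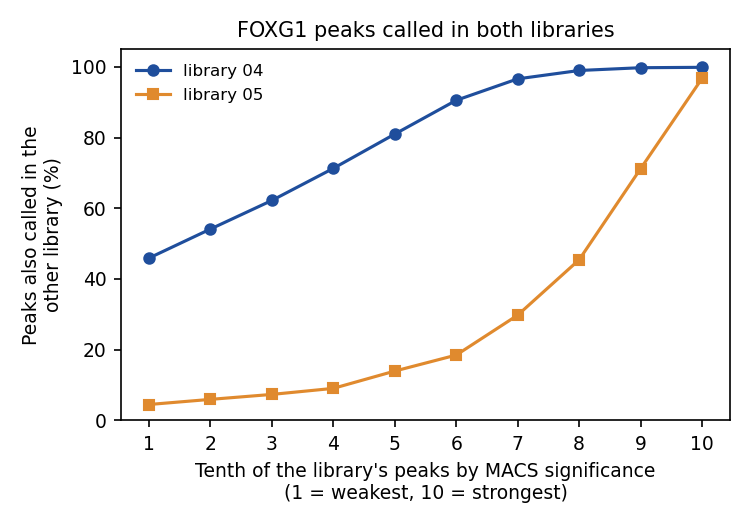
Share of FOXG1 peaks (percent) also called in the other library, for successive groups of 10% of a library's peaks by MACS significance, from the weakest (1) to the strongest (10). Blue circles are library 04 and orange squares are library 05; the share rises from 45.9% to 99.9% and from 4.48% to 96.8%.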

FOXG1 binding peaks were identified using MACS (Model-based Analysis of ChIP-Seq) and the binding motif was identified using MEME-ChIP analysis (Dreme: discriminative regular expression motif elicitation) (Kumamoto et al., 2013). 

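The strongest FOXG1 regions are far from *Lhx2* in the genome. The 20 shared regions with the largest minimum of the libraries' fold enrichments lie on 10 chromosomes, among them 5 on chromosome 4, 4 on chromosome 7 and 0 on chromosome X. The minimum fold enrichment of these 20 regions runs from 95.63 to 121.81, and the summits of the libraries lie at most 51 bp apart. The strongest lies on chromosome 4 from 7888894 to 7889448 (mm9), with a fold enrichment of 141.1 in library 04 and 121.81 in library 05. The next are on chromosome 4 from 134981401 to 134982108 (132.48 and 120.8), on chromosome 14 from 47386704 to 47387248 (132.19 and 118.79) and on chromosome 9 from 78852179 to 78852824 (136.65 and 116.77). The genes at these regions were not analysed here. Among the chromosomes with peaks, shared regions are densest on chromosome 11, with 3.73 per Mb. They are sparsest on chromosome X, with 0.407 per Mb (65 regions). Neither list has a peak on chromosome Y. Over the autosomes together the density is 2.92 per Mb, and the lowest autosome, chromosome 3, has 2.34 per Mb. Peaks have a median length of 448 bp in library 04 and 539 bp in library 05. The FDR given by MACS is at most 0.19% in library 04 and 1.96% in library 05, so that a limit of 5% removes no peak. The peaks cover 4272 kb and hold 1.91% of the tags in library 04, and cover 13442 kb and hold 5.02% of the tags in library 05.

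**Figure D3:**
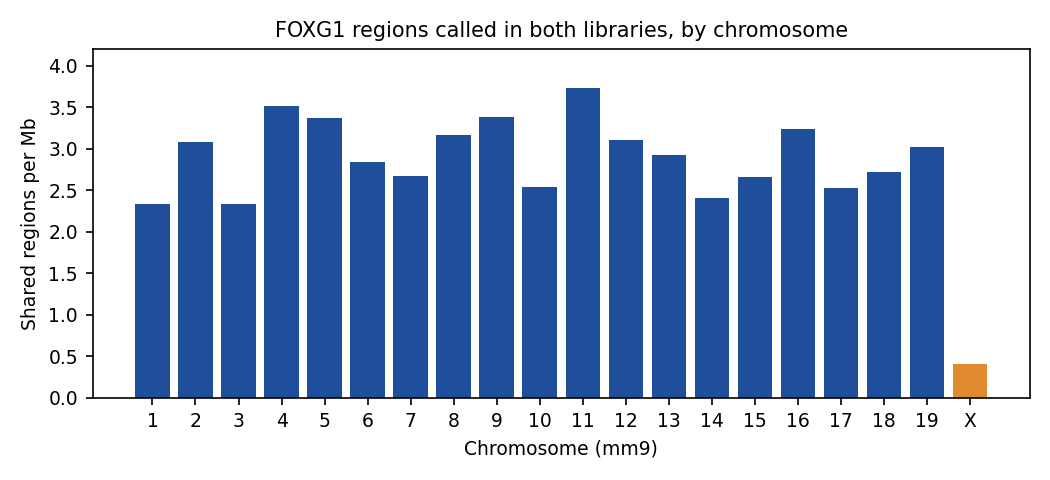
Shared FOXG1 regions per Mb of each mouse autosome and chromosome X (mm9), with chromosome X in orange. The bars of the autosomes lie between 2.34 and 3.73 per Mb and that of chromosome X at 0.407 per Mb.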

The *Lhx2* transcriptional start site (TSS) was obtained using Refseq (accession number NM_010710).

### Chromatin immunoprecipitation and qPCR

Tamoxifen was administered at E9.5 and cortices were dissected from E12.5 *CreERT2; Foxg1 ^lox/lox^* and littermate control embryos. Cortices from two embryos were pooled for each sample. Three independent experiments were performed (biological replicates). The tissue was fixed for 5 min with 1% formaldehyde and quenched with 125 mM glycine. Cells were lysed and the chromatin was sheared into ≥200 bp fragments using a Covaris S220 sonicator (15 cycles: 60 s on/30 s off) in SDS lysis buffer. Immunoprecipitation was performed with Protein A and G Dynabeads (Invitrogen) mixed in equal proportions and using antibodies against H3K27acetyl (Diagenode), H3K27 trimethyl (Diagenode), rabbit IgG (Sigma) and panH3 control (Abcam) in the ratio 1 μg antibody for every 5 μg of chromatin. The immunoprecipitated DNA was purified using phenol-chloroform-isoamyl alcohol (Ambion). Equal amounts of input and immunoprecipitated DNA were used for quantitative PCR (qPCR) using SYBR Green (Light Cycler 480, Roche).

The primer sequences used were: LHX2 F, 5′ GATGTAGCTGCCCCCACGCC 3′; and LHX2 R, 5′TGTGGAACAGCATCGCGGC 3′. These primers span the region from −206 to +13 bps at the *Lhx2* TSS. Each sample was run in duplicates for qPCR, and the average of these technical replicate Ct readings was used for further calculation. Wild-type control and *Foxg1^lox/lox^* Ct values were normalized to their respective panH3 Ct values. The fold enrichment was calculated as a ratio of 2^-ΔCt^. Data from control and *Foxg1^lox/lox^* samples from the three independent experiments was compared using Student's unpaired *t*-test to determine statistical significance. Statistical analyses were performed using Microsoft Excel and values are expressed as mean±s.e.m.

### Cloning the FOXG1 occupancy sites on Lhx2 locus in the pGL4.23[*luc2*/minP] vector

Primers were designed for amplifying the regions corresponding to the three peaks seen in the ChIP-seq occupancy profile, marked a, b and c in Fig. 2. Genomic DNA was used as the template. The primer sequences are as mentioned in Table 1. For cloning regions ‘a’ and ‘c’, *Kpn*I and *Xho*I were used; for cloning region ‘b’, *Sac*I and *Xho*I were used to digest pGL4.23[*luc2*/minP] (Promega, E8411) at the MCS.

**Table 1.**
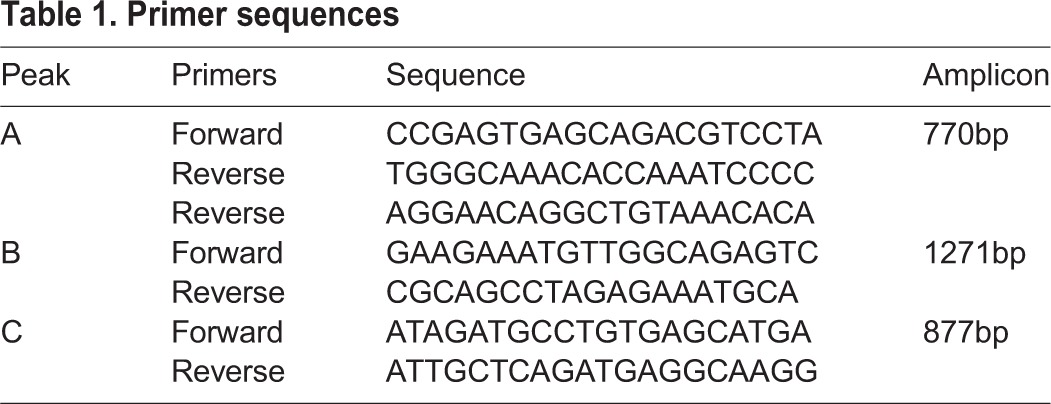
**Primer sequences**

### Luciferase assay

U-87 MG cells (a kind gift from Neelam Shirsat, The Advanced Centre for Treatment, Research and Education in Cancer, Navi Mumbai, India) were cultured in DMEM supplemented with 10% (vol/vol) FBS, glutamax, penicillin (100 U/ml) and streptomycin (100 μg/ml). For transfections, 5×10^5^ cells per well were seeded into 24-well plates. After an overnight incubation, the medium was removed and replaced with DMEM supplemented with 10% (vol/vol) FBS, glutamax without antibiotics for 2 h. After 2 h, the DMEM medium was replaced with transfection medium. For transfection, the pGL4.23[*luc2*/minP] vector with individually cloned FOXG1 occupancy regions (a, b and c) was added with either *GFP* (control) or *Foxg1*-*GFP* (*pCAGGS-Foxg1*) (500 ng/well for each construct) together with Renilla luciferase vector (100 ng/well) as a normalization control. Transfection was performed using 0.5 µl PLUS reagent and 2 μl of lipofectamine-LTX (Invitrogen) in 400 µl of optimem medium per well and incubated for 6 h. After 6 h, the transfection medium was replaced with fresh complete medium with antibiotics. Luciferase activity was measured using a commercial dual-Glo luciferase assay system (Promega, E2920) 48 h after transfection using Tecan Infinite Lumi Plate reader. The firefly luciferase readouts were normalized to their respective Renilla luciferase readouts obtained from the same cell lysate. The fold change in response to FOXG1 activity was calculated with respect to EGFP controls. All the values are expressed as the mean±s.e.m. of four biological replicates.

## Supplementary Material

Supplementary information

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

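FOXG1 occupancy was measured by ChIP-seq on embryonic mouse cortex in 2 libraries, 04 and 05. The labels also list input libraries 01 and 11, whose own files were not used here. The headers of the peak lists name 1 input DNA control for both libraries and do not say how it relates to input libraries 01 and 11.

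According to the submitters' processing notes, the authors aligned reads to mm9 with Bowtie and used SAMtools, and the versions of these tools are not given in the sources used here. The notes give MACS 1.4.0. The headers give MACS 1.4.0rc2, a tag size of 51 bp, a fragment length d of 140 bp, an effective genome size of 1.87e+09, a band width of 300 bp, a model fold of 10 to 30, local backgrounds of 1000 and 10000 bp and a p cutoff of 1.00e-05, with the larger dataset scaled towards the smaller. The authors called each library separately. For each peak the deposited lists give a count of tags, which is not normalized. The deposited score is the −log10 of the MACS p-value multiplied by 10. The fold enrichment is a ratio that the authors' peak caller computed against the background, and the FDR is a percent that the authors' peak caller estimated by exchanging ChIP and control. The deposited start, end and summit positions are in mm9. Scores and fold enrichments depend on the depth of the library, so they were used to describe, rank and filter peaks within a list, apart from the correlation across shared regions, the rule for the strongest regions, the ranks of the *Lhx2* sites among shared regions and the groups of shared regions by fold enrichment behind the tag ratios, which set the lists side by side.

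Peaks were compared with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. A shared region is a merged stretch with at least 1 peak of each library and at least 1 bp of overlap. The number of shared regions was compared with 10000 random circular shifts of the peaks of library 04 within each chromosome. The smallest p that these shifts can give is 1e-04. On simulated lists with 100, 1000 and 5000 planted shared regions the procedure recovered 115, 985 and 4923 above chance. Of 40 lists placed at random, 1 had a p under 0.05. Both checks used fewer shifts and placed the simulated peaks, other than planted ones, at random within each chromosome. They therefore do not cover lists whose peaks gather in groups. Confidence intervals of tag numbers are exact Poisson intervals at 95% and cover counting error only. The densities per Mb use the span between the first and last peak of each chromosome.

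The depth was 8992988 tags in library 04 and 13268611 in library 05. The genome-wide background is then 0.673 tags in library 04 and 0.993 in library 05 per d. A peak was taken to have the genome-wide background when its fold enrichment was a whole multiple of 1 tag over that value, within 0.006. This held for 40.2% of the peaks in each library, where chance would give 0.808% in library 04 and 1.19% in library 05. With 2 libraries no test across samples was made.

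The window at *Lhx2*, the comparison by random shifts, the correlation and the ranks within each library were set before the data were examined. So were the alternatives listed here and the rule for what the text names. The tests of the tag ratios, the settings with the genome-wide background only, the shifts of 10 to 100 kb, the *Lhx2* ranks without either library and the random placement of shared regions were added afterwards. Also outside the plan were the ranks of the *Lhx2* sites among shared regions, the groups of 10% by significance and the comparison of shared peaks with the others. The rule takes every peak in the *Lhx2* window, the 20 shared regions with the largest minimum fold enrichment at an FDR of at most 5% in both libraries, genes by name, and the chromosomes with the most and the fewest shared regions per Mb. The first 4 of the 20 regions are given with positions. The alternatives were other overlap rules, a score of at least 100, an FDR of at most 5%, lists of equal length, autosomes only, no peaks wider than 3 kb, midpoints in place of summits, a window of 100 kb and leaving out each library. The position of the TSS was read from Fig. 2G. GRCm38.p6 gene names were used only for which genes neighbour *Lhx2*, and no coordinates were converted. The luciferase fragments, the forkhead motif, the 9 gene lists and the genes by name need an mm9 genome or annotation and were not analysed here.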

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

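The paper discusses 3 shared regions at *Lhx2*. Outside the window of Fig. 2G, the lists hold another 7056 shared regions, which the paper does not discuss. The test of deeper sequencing and the count of shared regions with the genome-wide background, both reported in this section, were chosen after the data were seen.

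Among these 7056, the region nearest to *Lhx2* lies past site c, with its summit at 109.8 kb from the TSS. It runs from 38316400 to 38316993 in library 04, with 43 tags and a fold enrichment of 36.14, and from 38315887 to 38316934 in library 05, with 99 tags and a fold enrichment of 43.8. It was singled out after its values were seen. Within the window, 3 peaks occur in library 05 alone, and the paper does not mention them.

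The regions called in both libraries could come from the control that the libraries share, since its local readings enter the fold enrichments of both. Among peaks whose fold enrichment was set by the genome-wide background, where no local reading of the control entered the fold enrichment, 2273 regions were still shared, and the highest of 10000 random shifts gave 76. The sharing is thus not limited to peaks with a local reading of the control. A local reading can lower a fold enrichment but not raise it, and the same control picked these peaks in both lists. The count therefore cannot decide whether the shared control plays a part. At sites a and c the local control set the fold enrichment in both libraries, and as the largest background estimate is used, it lowered the fold enrichment there. Reads that map well in every library, and unspecific binding of the antibody, were not tested, and no biological explanation was tested, as the design has 1 condition.

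Library 05 has 2.64 times as many peaks as library 04, at 1.48 times the tags. Deeper sequencing alone would raise tags at shared regions by 1.48 times. The test used 614 shared regions of like width (within 10%) with a score of at least 100 in library 04. Their median ratio was 1.93 (95% bootstrap interval 1.90 to 1.97), which argues against deeper sequencing as the whole cause there. Bootstrap intervals here cover the spread across regions, which are not independent replicates, and not variation between ChIP experiments. With all regions of like width split into 4 groups by fold enrichment, the ratio was 1.83, 2.07 and 2.04 in the upper 3 groups. In the lowest group, of 360 regions, it was 1.36 (1.33 to 1.41). Depth cannot be told apart there from the choice of regions by the threshold of library 04. The fold enrichments of both libraries enter this grouping, so part of the change between groups may come from the split itself. At the top 20 shared regions, which were not limited to like width, the ratio was 1.45 (1.39 to 1.59), as depth alone would give. Randomly placed false calls would lie near shared regions as often as shifted peaks do. Of the 16363 peaks of library 05 without a counterpart, 13.4% lie within 10 kb of a shared region. In the shifts the mean was 5.39% and the highest 6.45%. This argues against randomly placed false calls as the source of all these peaks, but not against some of them being such calls. A better yield of the antibody step in library 05 and false calls that gather in open chromatin stay open, untested, and no biological explanation was tested.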

How the results depend on the processing

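Each result was recomputed under the alternatives set for it beforehand, apart from those named as not run. For the correlation of fold enrichments these were 4: reciprocal overlap, summits within 200 bp, the FDR limit and autosomes only. Chosen after the data were seen were shifts of 10 to 100 kb and the genome-wide background only for shared regions, the genome-wide background only for the peaks at *Lhx2*, and the *Lhx2* ranks without either library. Of the 34 results under alternatives set beforehand, 27 stayed within their limits and 7 moved, and of the 5 values added, 2 stayed and 3 moved. Several that stayed could not have moved, so these counts do not measure robustness. With 2 libraries, each lies within 1 SD of their mean, so leaving out a library could not move a site's position beyond that limit. The lowest percentile is from library 05, so leaving out library 04 could not move it. Shifts of 10 to 100 kb leave the count of shared regions itself as it was. The number of shared regions stayed above every random shift under each alternative run. With a score of at least 100 it was 2606, from 2677 peaks in library 04 and 9750 in library 05, and with the genome-wide background only it was 2273. Both hold fewer peaks by construction. Shifts of 10 to 100 kb gave at most 225 shared regions against 7059. The limit of 5% on the FDR removes no peak, so it tests nothing. At *Lhx2*, leaving out each library gave 4 to 6 peaks against 3 shared regions, and the genome-wide background only gave 1. The lowest percentile among the sites at *Lhx2* was 80.1, by significance 79.2, and 80.1 to 85.9 when each library was left out; the cause was not tested. The alternatives for the luciferase fragments, the gene lists and the forkhead motif were not run. No paired analysis was possible because the libraries belong to 1 condition. The depth limits what library 04 can call: its smallest peak has 10 tags, so a site found in library 05 alone is not shown to be absent from library 04.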

Differences from the paper's values

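The position of site b is −3.37 kb from the TSS here, and the paper's value is −3.5 kb. The paper's values were taken here as rounded to the nearest last digit, which its text does not state. None of the alternatives set before the data were examined gives a value within the paper's rounding: the midpoint of the peaks in place of the summit gives −3.30 kb, library 05 alone −3.372 kb and library 04 alone −3.363 kb.

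The position of site c is 52.05 kb here, and the paper's value is 51 kb. The midpoint gives 51.999 kb, library 05 alone 52.06 kb and library 04 alone 52.05 kb, none of them within the paper's rounding. Site a, at −31.97 kb here, falls within the rounding of the paper's −32 kb. The TSS was read from Fig. 2G. The distances between the sites need no TSS and are 28.60 kb from a to b and 55.42 kb from b to c. The paper's positions of b and c, −3.5 and 51 kb, lie closer together than that, beyond their rounding. If the paper rounded to the nearest digit and measured to the summits, another TSS alone would not account for the differences at both sites. Its text states neither, so another TSS is not excluded.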

Other observations

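Counted from each shared region, a stretch of 200 kb holds a median of 2 shared regions, and 888 of 7059 stretches (12.6%) hold at least 4, as does the one that opens at site a of *Lhx2*. In 10000 placements of the shared regions at random within each chromosome's span, a comparison added after the data were seen, a mean of 162 and at most 231 stretches held at least 4. These placements are even along the chromosome and take no account of gaps, mappability or gene density. The densest are on chromosome 12 from 113502653 and on chromosome 5 from 132106703 (mm9), with 10 shared regions each, and on chromosome 4 from 124215107, with 9. A further shared region lies at −154.9 kb from *Lhx2*, with a fold enrichment of 13.37 in library 04 and 11.07 in library 05. These were singled out after their values were seen.

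Chromosome X has few FOXG1 peaks. Its density of shared regions is 0.140 times that of the autosomes (95% Poisson interval 0.108 to 0.178). The intervals in this paragraph take regions or peaks as independently placed. As shared regions gather in groups, these intervals may be too narrow. Male cells have 1 copy of chromosome X and 2 of each autosome, which could lower the tags there. If that were the whole cause, X peaks above a tag number would be as dense as autosomal peaks above double that number, and the ratio of observed to predicted was 0.401 (0.224 to 0.661) in library 04 and 0.419 (0.337 to 0.515) in library 05, which argues against it. Mappability, gene density and scarce FOXG1 binding on chromosome X stay open, as none of them was tested.

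Regions with at least 300 tags in both libraries had low fold enrichments. On chromosome 17 from 39979882 to 39983799 there are 1217 tags in library 04 and 1709 in library 05, with fold enrichments of 4.5 and 3.66.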
